A study of Oryza sativa with 2 samples.

How the data were processed

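Degradome sequencing reads the 5′ ends of uncapped, polyadenylated RNA fragments, so that a cleavage site appears as many reads starting at the same base. The study made 1 degradome library from the pre-emerged panicle of wild-type rice, an indica cultivar, and 1 from plants in which NRPD1, the largest subunit of RNA polymerase IV, was knocked down (nrpd1-kd). Total RNA was the starting material and the libraries followed a published degradome protocol with modifications, per the labels' protocols. The deposited tables list each distinct sequence tag with its raw read count, and the authors' trimming, length selection, collapsing and any mapping are not stated in the labels. Checked on the files, the tags were 18 to 21 bases long, no tag was listed more than once, and the lowest count was 1. The files hold no molecular identifiers, gene names or coordinates.

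Each library was assigned to its group from the genotype given in the labels, which give no batch or date. The wild-type library held 32117535 reads and the nrpd1-kd library 7346162 reads. The smallest share that 3 reads can show was 0.0934 RPM in wild type and 0.408 RPM in nrpd1-kd, where RPM is reads per 1000000 reads of the library. Confidence intervals are 95% Wilson intervals. Degradome libraries are amplified, so reads are not independent molecules, and intervals, floors and read-level p-values cover counting error only.

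The groupings, the planned tests and a first list of alternatives were fixed before the data were examined. No genome or transcript sequences were used here, so tags could not be assigned to genes. The planned per-gene test was therefore run on 5′ ends, each defined by the first 18 bases shared by tags of different length. The planned comparisons of NRPD1 reads and of annotation classes were not run. With 1 library per group no dispersion can be estimated, and no edgeR or DESeq2 test was fitted. Each 5′ end with at least 20 reads in the 2 libraries together was tested with Fisher's exact test (two-sided) on its reads against all other reads, with Benjamini-Hochberg adjustment. A 5′ end was called at an adjusted p under 0.05 and a difference of at least 2-fold in RPM, with a pseudocount of 0.5 reads in the log2 ratio. Such a test compares the 2 libraries, not the genotypes.

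The cleavage analysis used 28 mature rice miRNA sequences, written down from general knowledge before the data were examined and not checked against a database. A miRNA guides cleavage of its target between the bases opposite its nucleotides 10 and 11, so the first 10 bases of a cleavage tag pair with nucleotides 1 to 10. The tag does not reach the rest of the target site. An exact 10-base complement at tag base 1 was counted as the cleavage register, and the same complement starting at tag bases 2 to 9 gave 8 background registers with equal base composition. The reads in the cleavage register and in the other registers were compared between libraries with Fisher's exact test (two-sided). As a further background, the order of the 10 bases was shuffled 1000 times for all 28 sequences. Sites with at least 3 reads were counted in each library, and sites present in only one library were compared with McNemar's exact test.

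The wild-type library was also subsampled to the nrpd1-kd total 10 times without replacement. The following alternatives were chosen after the data were seen: 18-base ends in place of tags or tags in place of ends, tags at 0.25 of the modal reads or more, ends without N, the looser miRNA match and every setting with molecule-equivalents. The register comparison took the place of the planned transcript-based one, also after the data were seen. For a molecule-equivalent count, the reads of a tag were divided by the modal reads per tag of its library (7 in wild type, 63 in nrpd1-kd) and rounded, with a minimum of 1, and tags under 0.25 of the mode were set to 0. The wild-type mode was the most frequent value, and the nrpd1-kd mode was the peak of a running mean. Alternatives covered depth, read minimums, scaling by edgeR TMM or DESeq2 median-of-ratios factors, pseudocount, fold limit, tag definition, matching rule and molecule-equivalents. The 5′ ends named individually were chosen by rule as the 10 cleavage-register sites with most reads and, because genes could not be named, the 2 called 5′ ends with the highest and the 2 with the lowest log2 ratio among those with at least 50 reads.

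Analyses used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and scaling factors came from edgeR 4.0.16 and DESeq2 1.42.0. The test was first run on simulated counts for 1911475 5′ ends drawn from the real means, of which 200 were changed 4-fold. It recovered 200 of the 200 and called 5 unchanged ends among 368010 tested. The changed ends were all picked from ends with many reads. The counts were drawn without amplification copies, so this run does not cover the error that copies cause. A later simulation with copies and no true difference called 439914 of 452063 tested ends. In other simulated data, the register search found 20 of 20 implanted sites among 5000 random ends, and the molecule estimate returned 39958 of 39970 molecules at 60 copies each. The implanted sites were exact matches and the molecules shared a common mean number of copies. These runs checked the code and do not show how well the methods suit the real libraries.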

Results

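Degradome libraries from the pre-emerged panicle of wild-type and nrpd1-kd rice were compared to profile differences in post-transcriptional RNA silencing when RNA polymerase IV, the plant enzyme that makes precursors of silencing siRNAs, is reduced. Each genotype was represented by 1 library, so no value has a replicate error and every test below compares 2 libraries. The wild-type library contained 32117535 reads in 2149782 distinct tags, and the nrpd1-kd library contained 7346162 reads in 166751 distinct tags. Wild type therefore had 4.37 times as many reads and 12.9 times as many distinct tags. The GC content of the reads was 52.1% in wild type and 52.5% in nrpd1-kd. Tags of 20 bases held the largest share of reads in both libraries, with 41.6% in wild type and 35.2% in nrpd1-kd. Tags of 18 bases held 5.94% of wild-type reads and 12.4% of nrpd1-kd reads. Reads of the knocked-down gene itself were not analysed here, because tags were not assigned to genes.

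The libraries differed in how reads were spread over tags. The median was 8 reads per tag in wild type and 39 reads per tag in nrpd1-kd. The most frequent value among tags with at least 3 reads was 7 reads in wild type. In nrpd1-kd the distribution peaked at 63 reads after smoothing by a running mean. Tags with more than 10 reads held 76.4% of wild-type reads (95% Wilson interval 76.43 to 76.46%) and 99.0% of nrpd1-kd reads (99.04 to 99.06%). Tags with 2 to 10 reads held 22.7% of wild-type reads (22.72 to 22.75%) and 0.201% of nrpd1-kd reads (0.198 to 0.204%). Single-read tags held 0.825% of reads in wild type (0.822 to 0.828%) and 0.749% in nrpd1-kd (0.743 to 0.756%). They made up 12.3% of the distinct tags in wild type and 33.0% in nrpd1-kd. At equal depth they made up 31.0% ± 0.0238 of wild-type tags (SD over 10 draws), near the nrpd1-kd share. This nearness does not show that depth set the nrpd1-kd share, because the numbers of 2-read tags differed. In 1 wild-type subsample 512749 tags had 1 read and 392592 had 2 reads, against 55045 and 1829 in nrpd1-kd. Subsampling wild type to the nrpd1-kd total moved the distribution of reads most. It lowered the share of wild-type reads in tags with more than 10 reads to 42.1%, which widened the difference in that share between the libraries.

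**Figure D1:**
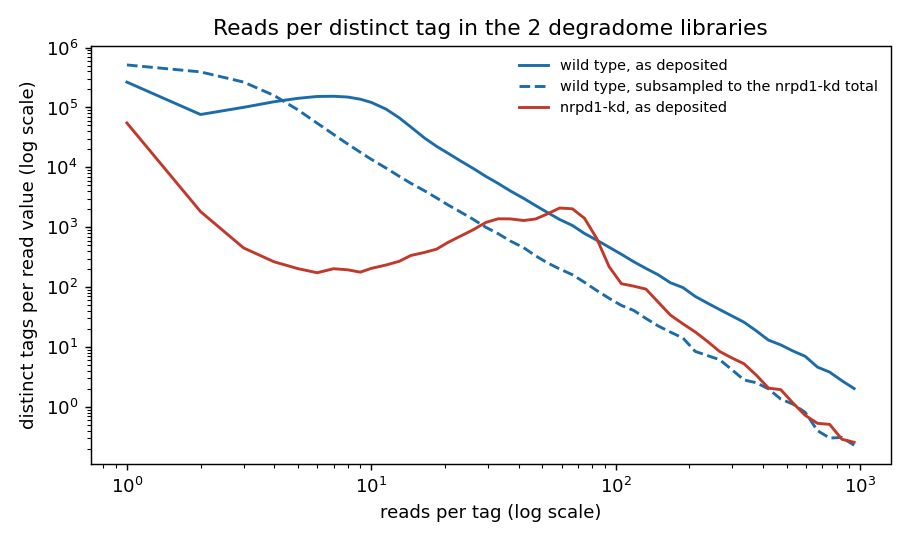
Number of distinct tags at each number of reads per tag, divided by the width of each bin, with both axes on a log scale. Solid lines show the wild-type library (blue) and the nrpd1-kd library (red) as deposited, and the dashed line shows 1 subsample of wild type to the nrpd1-kd total. The most frequent value above 2 reads lies at 7 reads in wild type. For nrpd1-kd the peak of a running mean lies at 63 reads, which the binned line need not match exactly.

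At equal depth the wild-type library still contained more distinct tags. The 10 subsamples held 1657150 ± 299.995 distinct wild-type tags (SD over draws), 9.94 times the number in nrpd1-kd. Of the nrpd1-kd tags, 57236 of 166751 were also present in wild type, or 34.3% (95% Wilson interval 34.1 to 34.6%). This share rose to 48.3% (48.04 to 48.63%) for nrpd1-kd tags with at least 5 reads, and counting positions within 1 nucleotide as shared moved it most, to 55.4%. Of the wild-type tags, 2.66% were present in nrpd1-kd (2.64 to 2.68%). The shared tags held 57.7% of nrpd1-kd reads and 22.4% of wild-type reads. The most abundant tags overlapped more, with 54 of the 100 tags with most reads in common. The tag TAAGTGGGAGCCCTCGGGCGC had most reads in both libraries, with 1809 RPM in wild type and 4085 RPM in nrpd1-kd. The RNA class of these tags was not determined and rRNA reads were not removed here, so the overlap need not reflect ends of mRNA. Across the 65141 5′ ends found in both libraries, Spearman's rho of the read counts was 0.35. This correlation is across 5′ ends, which are not independent replicates.

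The per-end comparison asked which cleavage or decay ends differed in abundance. Of 354444 5′ ends with at least 20 reads in the 2 libraries together, 344610 (97.2%) were called different by Fisher's exact test with Benjamini-Hochberg adjustment. Of these, 90666 were higher and 253944 were lower in nrpd1-kd. Among the lower calls, 250926 (98.8%) had no read in nrpd1-kd. These were all of the tested ends absent from nrpd1-kd, 70.8% of those tested. At the minimum of 20 reads, absence alone was therefore enough for a lower call. Among the higher calls, 42893 (47.3%) had no read in wild type, and 88050 (97.1%) corresponded to at most 2 molecule-equivalents in nrpd1-kd. The alternative that moved the count most was testing molecule-equivalents in place of reads, which left 565 calls, 520 higher and 45 lower. This alternative was chosen after the data were seen. The molecule-level count was itself sensitive to the number of reads taken as 1 molecule, since a value of 34 reads, a second and lower peak of the nrpd1-kd distribution, gave 32099 calls. The median log2 ratio was -3.54 over all tested ends and 2.85 over the 60625 tested ends present in both libraries, and scaling factors estimated from such shared ends lowered all ratios by a constant. That shift was -2.57 with TMM factors and -2.68 with DESeq2 size factors on the log2 scale.

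The largest ratios belonged to ends with no read in one library. The 5′ end AGGAATTCGATGGGCGAG had 4078 reads (555 RPM) in nrpd1-kd and 0 reads in wild type. Its ratio in reads was 5943 when wild type was set to the 3-read floor. The 5′ end ATCAGCATCAGCAGCGGT had 679 reads in nrpd1-kd and 0 reads in wild type, a ratio of 990 at that floor. In the other direction, GTGCTCATGGTGGTGGTT had 3212 reads in wild type and 0 reads in nrpd1-kd. With nrpd1-kd set to the 3-read floor its reads were 245-fold lower, with an adjusted p of 2.95e-284 in Fisher's exact test. GAATAAAGTAGTACTGAT had 2889 reads in wild type and 0 reads in nrpd1-kd. Its reads were 220-fold lower at that floor, with an adjusted p of 1.71e-255 in the same exact test. These ratios are not lower bounds on a difference in molecules, because many reads can be copies of 1 molecule. In molecule-equivalents the first 2 ends had 65 and 11 in nrpd1-kd against 0 in wild type. The last 2 had 459 and 414 in wild type against 0 in nrpd1-kd. These 4 ends also passed the threshold on molecule-equivalents, where the adjusted p in Fisher's exact test was 6.24e-98, 6.04e-14, 0.0103 and 0.019 in the order given. The genes that carry these ends were not determined.

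miRNA-guided cleavage is the form of post-transcriptional silencing that a degradome shows directly. In wild type, 4019 reads (125 RPM) lay in the cleavage register of the 28 miRNAs, against 1210 ± 216 reads (mean ± SD) in each of the 8 background registers, which ranged from 953 to 1608. In nrpd1-kd, 2267 reads (309 RPM) lay in the cleavage register, against 356 ± 199.99 reads in the background registers, which ranged from 146 to 665. The cleavage register exceeded the mean background register by a ratio of 3.32 in wild type and 6.37 in nrpd1-kd. Shuffled sequences reached the observed reads in 8 of 1000 shuffles in wild type (permutation p = 0.00899, one-sided) and in 0 of 1000 in nrpd1-kd (permutation p = 0.001, one-sided, the smallest that 1000 shuffles can give).

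**Figure D2:**
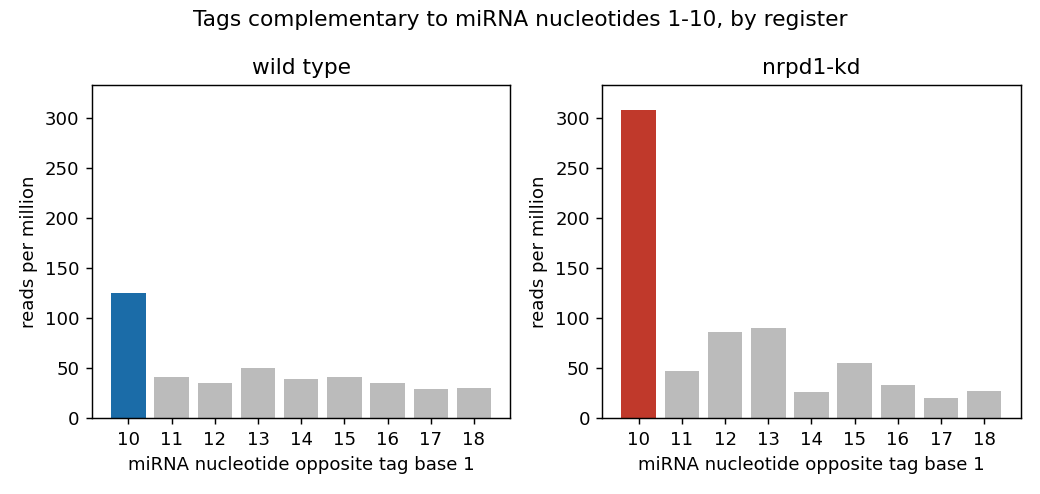
Reads in RPM carrying an exact complement of miRNA nucleotides 1 to 10, by the miRNA nucleotide opposite tag base 1, in the wild-type library (left) and the nrpd1-kd library (right). The coloured bar is the cleavage register, opposite nucleotide 10, with 125 RPM in wild type and 309 in nrpd1-kd, and the grey bars are the 8 background registers.

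The cleavage register held 29.3% of the matching reads in wild type (95% Wilson interval 28.6 to 30.1%) and 44.3% in nrpd1-kd (43.0 to 45.7%), a log2 odds ratio of 0.94 (Fisher's exact test, two-sided, p = 5.95e-82). A single site held a large part of these reads. The 5′ end GAGCCAGGCATGCGCAGT, complementary to miR160, held 46.8% of the wild-type and 62.0% of the nrpd1-kd reads in the register. Without it the shares were 18.1% and 23.3%, with a log2 odds ratio of 0.46 (Fisher's exact test, p = 8.69e-12). On molecule-equivalents the shares were 28.9% in wild type, with 585 in the cleavage register and 1437 in the others, and 44.3% in nrpd1-kd, with 39 and 49 (Fisher's exact test, p = 0.00274). On molecule-equivalents without that site they were 18.03% and 25.8%, and the difference was not significant (Fisher's exact test, p = 0.142). With each 5′ end counted once, the difference was not significant either (Fisher's exact test, p = 0.0687).

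Sites with at least 3 reads in the cleavage register numbered 90 in wild type and 13 in nrpd1-kd, and 10 were common to both. Each background register held 71.5 ± 8.78 such ends in wild type and 6 ± 3.02 in nrpd1-kd (mean ± SD over 8 registers), so most of the wild-type sites, and some of those in nrpd1-kd, cannot be told apart from random 10-base matches. At equal read depth wild type held 45.1 ± 3.57 sites (SD over 10 draws), and McNemar's exact test against nrpd1-kd gave p between 3.02e-09 and 1.09e-05 over the draws. When wild type was thinned to the nrpd1-kd number of molecule-equivalents, it held 7.9 ± 1.37 sites, against 13 in nrpd1-kd, and McNemar's exact test gave p between 0.118 and 0.648 over the 10 draws.

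Among the 10 cleavage-register sites with most reads, 7 were present in both libraries. The leading miR160 site had 1880 reads (58.5 RPM) in wild type and 1405 reads (191 RPM) in nrpd1-kd, or 269 and 22 molecule-equivalents. It was the site with the smallest adjusted p on molecule-equivalents (Fisher's exact test, Benjamini-Hochberg over the 10 sites, adjusted p = 0.00014). A second miR160 site, GAGCCAGGCATGCGCAAT, had 386 reads in wild type and 177 reads in nrpd1-kd. The miR171 site GGCTCAATCAGCAGCTTC had 81 reads in wild type and 124 reads in nrpd1-kd. The miR393 site TCCCTTTGGATGTCGTCG had 126 and 78 reads, and the miR396 site AGCTGTGGAAGCAGGAGG had 22 and 78 reads, in the same order. Both miR156 sites were found in each library, TCTTCTGTCATCCCCGGC with 81 reads in wild type and 64 in nrpd1-kd, and TCTTCTGTCAAGCGATTC with 55 reads in wild type and 37 in nrpd1-kd. The miR529 site TCTCTCTTCTGATGGAGC had 146 reads in wild type and none in nrpd1-kd, and a further miR160 site, GAGCCAGGCATGCTCAAT, had 89 reads in wild type and none in nrpd1-kd. The miR167 match GGCAGCTTCAATAGCAGA had 96 reads in nrpd1-kd and none in wild type. On reads, each of the 10 differed between the libraries, with adjusted p in Fisher's exact test of at most 1.35e-06. On molecule-equivalents, only the leading miR160 site and the miR167 match did, the latter with an adjusted p of 0.00352 from 2 molecule-equivalents in nrpd1-kd.

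**Figure D3:**
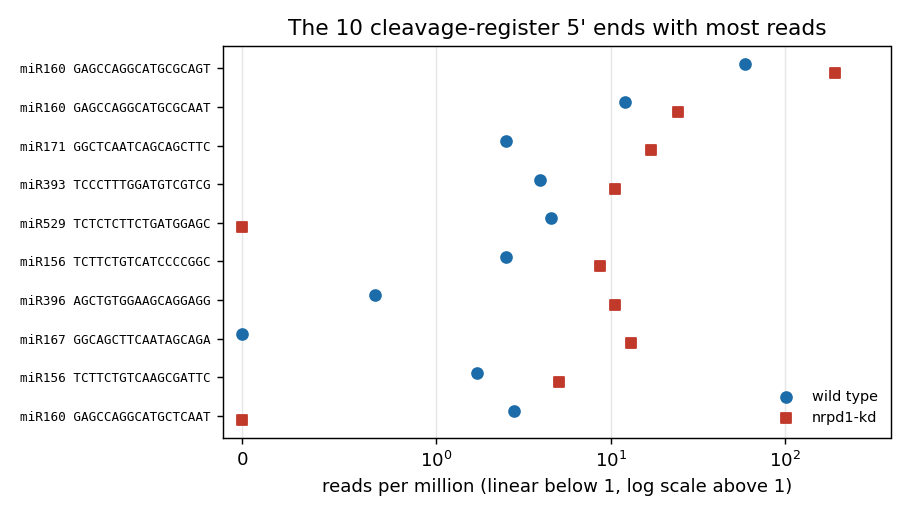
Reads in RPM of the 10 cleavage-register 5′ ends with most reads, in wild type (blue circles) and nrpd1-kd (red squares), on an axis that is linear below 1 and logarithmic above. Each point is a single library, and the leading miR160 site lies at 58.5 RPM in wild type and 191 in nrpd1-kd.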

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

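Several directions between the libraries changed with the alternative. Thinned to 128964 molecule-equivalents, wild type no longer held more distinct tags or cleavage sites than nrpd1-kd, and thinned to 219046 it held more tags but not more sites. The split of called 5′ ends into mostly higher or mostly lower also changed sides. Except where a value shows it, the cause was not tested. Of 60 alternative values, 24 stayed on the same side of the test or, for counts, within 1.5 times the reported one, 33 moved and 3 odds ratios lost significance. The 24 include the nrpd1-kd count of 13 cleavage sites at equal depth, which could not move because only wild type was subsampled. Among the counts that moved, the difference in cleavage sites also lost significance in both thinned settings, with McNemar's exact p = 0.21 and p = 0.804. With 1 library per group leaving out a replicate was not possible, and shares are judged against counting error alone, which is very small at this depth, so small shifts count as moved. No paired analysis was possible because each genotype has a single library.

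The number of distinct nrpd1-kd tags fell from 166751 to 106586 when only tags with at least 0.25 of the modal reads were kept. Wild-type distinct tags fell from 2149782 to 105622 when thinned to 128964 molecule-equivalents and to 169672 when thinned to 219046, the nrpd1-kd number at 34 reads per molecule. The share of nrpd1-kd tags also in wild type, 34.3% as reported, was 31.3% at equal depth, 55.4% within 1 nucleotide, 48.3% for tags with at least 5 reads in nrpd1-kd, 41.5% for 18-base 5′ ends and 48.0% for tags at 0.25 of the mode or more. The share of wild-type tags in nrpd1-kd was 3.15%, 9.87%, 2.45%, 3.58% and 2.72% under these alternatives in the same order.

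At equal depth, wild-type reads fell 6.99% in single-read tags, 50.9% in tags with 2 to 10 reads and 42.1% in tags with more than 10 reads. For 18-base 5′ ends these shares were 0.733%, 17.8% and 81.5% in wild type and 0.69%, 0.182% and 99.1% in nrpd1-kd.

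The count of 5′ ends called different was 344610 as reported. It was 41322 with at least 100 reads per end, 119684 at equal depth, 185248 with a pseudocount of 5 reads, 565 on molecule-equivalents and 32099 with 34 reads per molecule in nrpd1-kd. All 565 ends were also called on reads and at 34 reads per molecule. Of the calls, 26.3% were higher in nrpd1-kd as reported, 75.1% at equal depth, 92.0% on molecule-equivalents and 99.0% at 34 reads per molecule. It was 19.5% with TMM and 19.1% with DESeq2 factors, 36.3% without a minimum, 46.3% with at least 100 reads and 49.2% with a pseudocount of 5 reads. The majority of calls was lower in nrpd1-kd in these settings on all deposited reads, though nearly even in the last of them, and higher at equal depth and in both molecule-equivalent settings.

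The log2 odds ratio of the cleavage register, 0.94 as reported, was 0.46 without the leading site and 0.22 within 1 nucleotide, both still significant. The setting within 1 nucleotide counted 18264 cleavage and 32467 other wild-type reads, against 4019 and 9684 as reported. Its ratio therefore rests on a much larger set of matches. The log2 odds ratio was 0.83 with each 5′ end counted once, 0.68 on molecule-equivalents without the leading site and 0.016 with a penalty of at most 1 in the match. None of these 3 was significant. The looser match raised the sites to 2432 in wild type and 160 in nrpd1-kd. It admits many random matches, since 11.4% of matching wild-type reads and 11.5% of matching nrpd1-kd reads lay in the cleavage register, close to the share that 9 equal registers would give. Sites in wild type fell from 90 to 47 with at least 10 reads, to 46 at equal depth, to 7 at 128964 molecule-equivalents and to 11 at 219046.

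Several alternatives could not be run without assigning tags to genes or transcripts. These were the NRPD1 and annotation-class comparisons with all their alternatives, distinct positions per gene, genes without their highest position, full-length alignment penalties and the mean of occupied positions. Scaling by total deposited reads equals the reported scaling, because every read was in the total. The nrpd1-kd library had the lower depth, with 7346162 reads. If 63 or 34 of its reads are taken as 1 molecule, they amount to 128964 or 219046 molecule-equivalents.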

Other observations

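Of the tests below, those on the ratio of tag classes, single-read tags, shuffled sequences, marker gene and C share over reads were chosen after the result was seen. Each pattern is a hypothesis from 2 libraries and was found and tested on the same data.

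The nrpd1-kd library may consist largely of amplification copies of few molecules. It had 0.0384 tags with 2 to 10 reads for each tag with 20 to 100 reads, against 4.81 in wild type. Depth does not account for this, since the median of multi-read tags was 19 times that of wild type at equal depth. A minimum count set by the authors does not either, since 33.0% of the tags had 1 read. Of these single-read tags, 88.7% lay within 1 mismatch of a tag with at least 20 reads, against 0.0291% of their reversed sequences, so sequencing errors are a likely source of most of them. In wild type the share was 42.5%. When wild type was thinned to the 128964 molecule-equivalents of nrpd1-kd, it held 105622 ± 105 distinct tags (SD over 10 draws), a difference of -0.904% from the 106586 nrpd1-kd tags at 0.25 of the mode or more. That number of molecule-equivalents was itself derived from the nrpd1-kd tags, so the closeness is partly fixed in advance. With 34 reads taken as 1 nrpd1-kd molecule, wild type thinned to 219046 molecule-equivalents held 169672 ± 129 distinct tags, 1.57 times the 108384 nrpd1-kd tags under that rule. Whether sampling accounts for all of the smaller number of ends in nrpd1-kd was therefore not settled.

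The read-level calls are open to the same explanation. Reads were simulated for both libraries from one common pool of ends, with no difference except the observed molecule numbers and copies per molecule. Fisher's exact test then called 439914 of 452063 tested ends, or 97.3%, against 344610 of 354444, or 97.2%, in the data. The read-level list of differing ends may therefore be mostly a product of amplification. Applied to molecule-equivalents, the test called 565 ends in the data and 0 in the simulation. The simulation was built on the same estimates of molecules and copies, so its 0 calls are not an error rate for the 565. The 520 molecule-level calls that were higher had at least 3 nrpd1-kd molecule-equivalents, with a median of 4. The 45 lower calls needed at least 388 wild-type molecule-equivalents. Losses of moderately abundant ends were therefore not detectable with 63 nrpd1-kd reads taken as 1 molecule. With 34 reads per molecule 323 ends were called lower, so this limit depends on that choice.

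Ends private to nrpd1-kd were more frequent than equal draws of wild type gave. Of the 101681 nrpd1-kd ends with at least 1 molecule-equivalent, 56.5% were found in wild type, against 75.8% ± 0.0963 (SD over 10 draws) for equal draws of wild type looked up in the rest of that library. The gap was 19.3 percentage points. It shrank with abundance, since 87.5% of the 11572 ends with at least 2 molecule-equivalents and 98.8% of the 1366 ends with at least 5 were found in wild type. With no second wild-type library, the gap cannot be told apart from ordinary variation between libraries or plants.

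Reads per tag in nrpd1-kd had a second peak at 34 reads, which is 0.54 times the number of reads at the main peak, 63. Length variants that divide the reads of an end are not the source, because the share of tags whose end had another tag length differed by -0.46 percentage points between the lower and the upper peak. GC content remains a candidate explanation, with a median GC of 45% in the 26963 tags of the lower peak and 52.4% in the 65833 tags of the upper peak, a difference of -7.38 percentage points. The share of tags ending in C also differed, with 52.7% in the lower and 60.5% in the upper peak. These features were not separated. No biological explanation was tested.

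Tags ended in C far more often than in any other base, in 51.4% of wild-type tags and 61.05% of nrpd1-kd tags. The sequence of the transcripts does not account for all of this. Base 20 was C in 56.6% of wild-type 20-base tags, where it is the last base, and in 19.5% of 21-base tags, where it is internal, a difference of 37.0 percentage points. The gap was smaller at other bases of wild-type tags, with 27.8% as last base and 13.3% inside 21-base tags at base 18, and 37.4% and 30.1% at base 19. The C share over reads exceeded that over tags by 11.96 percentage points in wild type and by 5.26 in nrpd1-kd. Better amplification of C-ending tags could account for this extra share over reads. The share over tags counts each tag once, so the comparison cannot decide whether amplification also shaped it. A preference of the enzyme cut, the ligation or the trimming at the 3′ end of the tag is another candidate explanation and was not tested.

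Shuffled sequences rarely reached the reads opposite miRNA nucleotide 10 (one-sided permutation p = 0.009 in wild type and p = 0.001 in nrpd1-kd). The shuffles lay below the background registers, with medians of 751.5 and 174.5 reads against means of 1210.5 and 355.6, in that order. In nrpd1-kd the highest background register, with 665 reads, passed the shuffles' 95th percentile of 487. In wild type it did not, with 1608 against 1790. The cleavage register, with 4019 reads in wild type and 2267 in nrpd1-kd, exceeded the highest background register in both. The excess was not due to the leading miR160 site alone in wild type, where the remaining reads were 1.33 times the highest background register. Without that site, shuffles reached the observed reads in 33 of 1000 cases in wild type (p = 0.034) and in 6 of 1000 in nrpd1-kd (p = 0.00699; one-sided, permutation). With each end counted once, the cleavage register barely exceeded the highest background register, with 102 against 100 ends in wild type and 18 against 17 in nrpd1-kd. The excess thus lay in the reads of a few ends. miRNA-guided cleavage at those ends remains a hypothesis for both libraries. A difference in that cleavage between the genotypes is not shown, because each has 1 library. With 63 nrpd1-kd reads taken as 1 molecule, the difference was also not significant without the leading site. The register comparison was not run with 34 reads per molecule.

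The end with the highest ratio, AGGAATTCGATGGGCGAG, may come from an introduced construct. It was not a read error of an abundant wild-type end, since the nearest wild-type end with at least 20 reads differed at 4 bases. Counting itself, 4 nrpd1-kd ends overlapped it by at least 12 bases and reached up to 5 bases upstream, with 4739 reads in nrpd1-kd and 0 in wild type. The end contains the recognition sequence of EcoRI, a common cloning site. As a separate test, 5′ ends were compared with the coding sequence of hph, a hygromycin resistance marker often used in rice transformation, written from memory. On its sense strand 2 ends were found in nrpd1-kd, with 165 reads, and 0 in wild type, and reversed and complemented control sequences matched 0 ends in either library. The labels do not state which marker was used. Its antisense strand had 1 end in nrpd1-kd, with 13 reads. That is under 0.25 of the mode and counts as 0 molecule-equivalents, against 3 for the sense strand. So few ends cannot tell plasmid or other DNA carried into the library apart from transcripts of a construct.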
